A study of Homo sapiens with 4 samples. Its data were reported in "METTL14 promotes neuroblastoma formation by inhibiting YWHAH via an m6A-YTHDF1-dependent mechanism" (2024).

How the data were processed

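RNA was measured in SK-N-BE(2) cells, an established human neuroblastoma line with amplified MYCN, that carried either a control short hairpin RNA (shNC) or a hairpin against METTL14 (shMETTL14). METTL14 encodes a subunit of the methyltransferase that places N6-methyladenosine (m6A) on RNA. Each group had 2 libraries, which the labels call replicates. Libraries were read as paired ends on an Illumina NovaSeq instrument.

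The authors deposited 1 table of raw read counts per Ensembl gene ID, with no normalization. The table had the layout that htseq-count writes, including 5 lines for reads given to no gene. The aligner, the counting tool and its version, the genome build, the annotation release and the strand setting were not stated. Because the strand setting is unknown, reads of overlapping genes on opposite strands may have been lost as ambiguous or credited to the wrong gene, and reads of near-identical copies (histone genes, ribosomal protein genes and their pseudogenes, mitochondrial genes and their nuclear copies) may have been split or dropped. Of 55 single genes that were checked against the annotation, 36 overlapped another annotated gene and 10 overlapped a protein-coding one.

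The lines that named no gene were left out of library sizes and tests. They held between 19.1% and 19.9% of all counts in a library. Reads outside annotated features made up between 11.2% and 12.3%, ambiguous reads between 5.01% and 5.32%, and reads with several alignments between 2.52% and 2.58%. The remaining depth was 19608332 and 18925786 counts for shNC libraries 1 and 2, and 19886214 and 19603794 counts for shMETTL14 libraries 1 and 2. At this depth, a gene with 3 counts or fewer in each library of a group was treated as being at the floor, and its fold change is given as a bound against 3 counts. Standard errors cover counting error and the spread between these libraries only. The bounds allow for neither.

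The table had 60671 gene IDs, of which 60401 were found in a table of gene names and 42266 had a symbol there; 58453 were found in GENCODE release 29. Coordinates below are from GENCODE 29 on GRCh38, which need not be the authors' build. The counts were read for the 4 columns whose names matched the labels, and 0 other sample columns were present.

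Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test with TMM normalization. Genes passing filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15) were kept, which left 16309. The design held only the group. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. A second count also asked for a change of at least 2-fold. The methods of the study state neither a tool nor a threshold for these libraries. CPM values are counts relative to library size, after TMM scaling, and fold changes are shMETTL14 over shNC on the log2 scale, with standard errors derived from the F statistic. An exact permutation test of 2 libraries against 2 cannot go below a two-sided p of 0.333, so every call rests on the variance model that edgeR shares across genes.

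The procedure was tested on simulated counts drawn from the means, sizes and fitted dispersions of these libraries, with 200 genes changed. Of 15979 genes tested in the simulation with a log2 fold change of 0.5, it recovered 69% of the changed genes, and 6.12% of its calls were false. With a log2 fold change of 1, over 15967 genes, it recovered 90.5%, and 2.69% of its calls were false. Such a simulation cannot show whether the fitted dispersions are too small, or how scaling fares when many more genes change.

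A total of 18 gene lists and families were tested with camera in limma 3.58.1, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists. The lists were written from general knowledge of the field (m6A machinery, PI3K and AKT components, FOXO targets, G1/S and G2/M genes, p53 targets, interferon-stimulated genes, REST targets, noradrenergic and mesenchymal identity, unfolded protein and stress response), from the genes the study displayed as changed (the heatmap list) or followed in other assays, the latter with related genes added (the study axis list), or by symbol pattern (ZNF genes, cytosolic ribosomal proteins, mitochondrially encoded genes, nuclear encoded oxidative phosphorylation, histone genes). The symbol patterns also take in some pseudogenes. The same lists were tested with fry and with a correlation estimated from the data.

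The samples, the tests of genes and lists, the alternatives, the lists and the rule for naming genes were fixed before the data were examined. Further tests, among them those of all 7-base words and of single patterns, were chosen only after results were seen. Under that rule, METTL14, YWHAH and members of the heatmap, m6A machinery and study axis lists could be named. The rule added the 5 largest increases and the 5 largest decreases among called genes with a symbol, a mean log2 CPM of at least 2 and shMETTL14 libraries on 1 side of both shNC libraries. For each list with a camera adjusted p under 0.05, it added up to 3 members with the smallest adjusted p. Some genes that the rule covers are not reported here. The alternatives were RLE, upper quartile and library size scaling, no filter on counts (at least 1 count over all libraries), a filter of at least 10 counts in every library, a robust fit, the replicate number as a block, DESeq2 1.42.0, limma-voom, an adjusted p under 0.01, an unadjusted p under 0.05, a 1.5-fold limit, and leaving out each library in turn. With 1 library left in a group no test was run, so that alternative gave fold changes only.

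For the sequence tests, the target sequences of the METTL14 hairpins given in the methods of the study were matched to GENCODE 29 transcripts. Presence of each 7-base word was recorded in the 3′ UTR and coding sequence of 1 transcript per protein-coding gene, for 11403 genes with a mean log2 CPM of at least 1. Log2 fold changes were limited to an absolute value of 2, and a polynomial trend with sequence length, GC content and expression was removed. The mean of the genes with a word was divided by its standard error under random assignment, for words found in at least 200 genes. Random gene lists (10000 per list) were matched on expression alone or on expression, exonic length and GC content. These steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures used matplotlib 3.10.9.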

Results

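To ask how METTL14 knockdown changes the transcriptome of neuroblastoma cells, RNA sequencing of SK-N-BE(2) cells compared 2 shMETTL14 libraries with 2 shNC libraries. Depth was even: between 18925786 and 19886214 reads were counted in genes per library. The 10 most abundant genes took between 9.52% and 10.1% of them. Of the 60671 genes in the table, 29181 had no count in any library and 16309 were expressed highly enough to test.

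Replicates lay close together. The mean chi-square per gene between libraries, for which sampling noise alone gives a value near 1, was 2.82 between the shNC libraries and 2.30 between the shMETTL14 libraries. Between groups it ran from 34.9 to 36.3. Replicates thus differed by more than sampling noise. Separate libraries of 1 RNA could do so too, so these values do not show that the cultures were separate. The libraries were counted as 2 replicates per group, as labelled. The biological coefficient of variation was 3.45%.

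METTL14 (ENSG00000145388) lies on the plus strand of chromosome 4 from 118685368 to 118715433 (GENCODE 29, GRCh38), with 11 exons in its longest coding transcript. Its counts were 753 and 754 in the shNC libraries against 303 and 321 in the shMETTL14 libraries. In normalised terms this was 38.6 ± 1.13 CPM (SD, n = 2) against 16.1 ± 0.851 CPM (SD, n = 2), so that 41.7% of the control level remained. The log2 fold change was -1.26 (SE 0.0832), with an edgeR adjusted p of 3.6e-11. Both libraries labelled shMETTL14 lay below both labelled shNC. The alternative that moved this value most was upper quartile scaling, which gave -1.33. Both published METTL14 hairpins match the coding sequence of this gene and no other annotated transcript perfectly. The target of hairpin 1, GAACCTGAAATTGGCAATATA, lies in exon 10 at 118705707 to 118705727, and the target of hairpin 2, AGGATGAGTTAATAGCTAAAT, lies in exon 6 at 118694490 to 118694510. The labels do not say which hairpin the sequenced cells carried.

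YWHAH, which encodes the 14-3-3 eta adaptor protein, was the transcript that the study followed as a target of METTL14. The gene (ENSG00000128245) lies on the plus strand of chromosome 22 from 31944461 to 31957603 (GENCODE 29, GRCh38). Its counts rose from 1662 and 1572 in the shNC libraries to 2125 and 2135 in the shMETTL14 libraries. The means were 82.7 ± 0.913 CPM and 110 ± 1.7 CPM (SD, n = 2 each), a level of 133% of the control. The log2 fold change was 0.41 (SE 0.0464, edgeR adjusted p 1.8e-07), larger than the spread between replicates. Across the tested genes, 16.3% had a higher log2 fold change than YWHAH. Upper quartile scaling moved the value most, to 0.34.

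**Figure D1:**
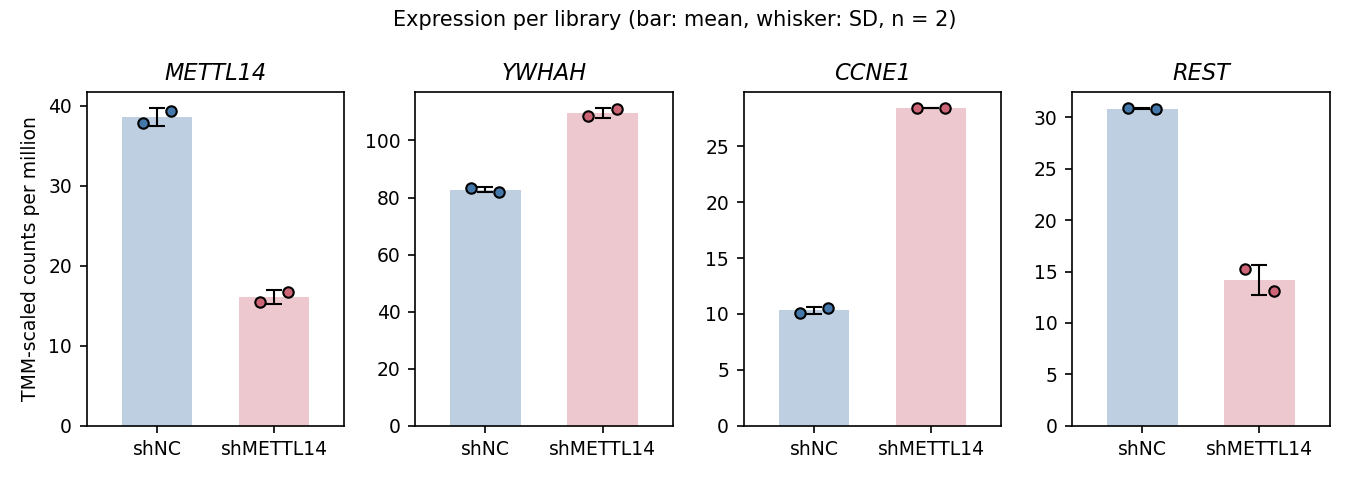
Expression of METTL14, YWHAH, CCNE1 and REST in each library, in TMM-scaled CPM (vertical axis, from 0); points are libraries, bars are group means and whiskers are the SD of 2 libraries. In each panel both shMETTL14 libraries lie on 1 side of both shNC libraries, with METTL14 at 16.1 against 38.6 CPM and YWHAH at 110 against 82.7 CPM.

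The number of genes with changed expression was then counted. At an edgeR adjusted p under 0.05, 8561 of 16309 genes were called, 4438 higher and 4123 lower in shMETTL14 cells. Of these, 7494 were protein-coding and 8540 had groups that did not overlap. Over all tested genes, 75.5% had groups that did not overlap, where chance gives 33.3%. Most called changes were small: 64.1% were under 1.5-fold, and the median absolute log2 fold change was 0.44. With a change of at least 2-fold required, 1433 genes remained, 456 higher and 977 lower. The first count moved most with DESeq2, to 5546 genes. The second moved most with a 1.5-fold limit, to 3071 genes, and was 913 with DESeq2. Upper quartile scaling shifted the balance of the larger count to 3550 higher and 4961 lower genes, a share of 41.7% higher where TMM gave 51.8%. At at least 2-fold, lower genes were the majority under TMM and under each of the 3 other scalings.

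**Figure D2:**
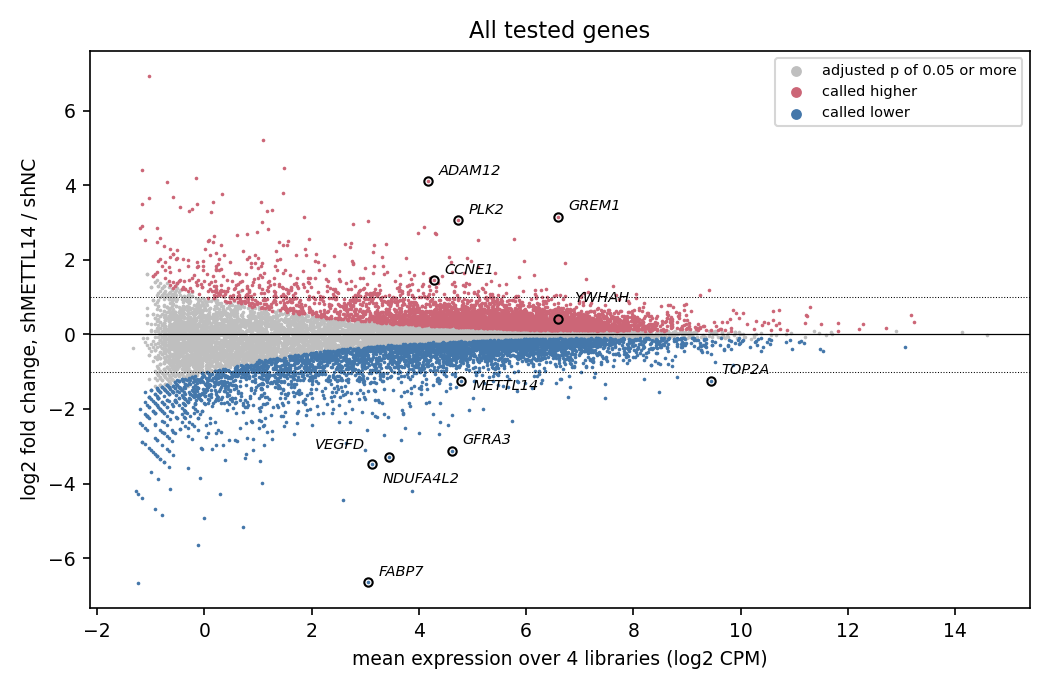
Log2 fold change of each tested gene (shMETTL14 over shNC, vertical axis) against its mean expression over the 4 libraries (log2 CPM, horizontal axis); red and blue points are genes called higher and lower at an adjusted p under 0.05, grey points are not called, and dotted lines mark a 2-fold change. The 8561 called genes cover the whole range of expression, and most lie inside the dotted lines.

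The 5 largest increases among well-expressed genes were in ADAM12, GREM1, PLK2, NPY and TENT5A. ADAM12 rose by a log2 fold change of 4.10 (SE 0.149, adjusted p 2.2e-15), from 46 and 31 counts to 725 and 594. GREM1 rose by 3.16 (SE 0.0574, adjusted p 2.1e-20), from 375 and 387 counts to 3337 and 3426. PLK2, NPY and TENT5A had log2 fold changes of 3.05, 3.03 and 2.96. The 5 largest decreases were in FABP7, NDUFA4L2, VEGFD, GFRA3 and FMOD. FABP7 fell from 301 and 329 counts to 3 counts in each shMETTL14 library, which is at the floor. Against 3 counts it was 104-fold lower, which here is the observed ratio and not a lower limit. The edgeR log2 fold change was -6.65. NDUFA4L2, VEGFD, GFRA3 and FMOD had log2 fold changes of -3.48, -3.28, -3.12 and -3.10. NDUFA4L2 overlaps SHMT2 on the other strand, so its counts are uncertain.

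The study displayed a heatmap of 20 genes that it described as changed, YWHAH among them. All 20 were called here, over all genes tested and adjusted over the list alone, and all 20 moved in the displayed direction, 5 higher and 15 lower. Because the study chose them on these same libraries, these counts are not independent evidence. SYT9 had the largest increase of the list at 1.94 (SE 0.0932, adjusted p 2.1e-13). REST, which encodes a transcriptional repressor of neuronal genes, fell by 1.12 on the log2 scale (SE 0.0914, adjusted p 1.1e-09), from 616 and 590 counts to 298 and 253. REST overlaps NOA1 on the other strand, and its 3′ UTR holds 1 copy of ATAGCTA, a word of the hairpin 2 target. In FHAD1, which had a log2 fold change of -2.18, the shMETTL14 libraries differed, with 48 and 78 counts, and without library 2 the value was -2.59. TRIM29 had 1 and 3 counts in the shMETTL14 libraries and was at least 6.65-fold lower. The list median was -1.11, also with TRIM29 set at its bound.

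Whether other parts of the m6A machinery moved with METTL14 was asked with a list of writers, erasers and readers. Of 22 genes, 20 could be tested, and 11 were called both over all genes tested and adjusted over the list alone, 6 higher and 5 lower. IGF2BP1 and IGF2BP2 were expressed too weakly to test. Apart from METTL14, the changes were small. YTHDF1 had the largest increase, with a log2 fold change of 0.52 (SE 0.0521, adjusted p 2.4e-08), followed by WTAP at 0.38, METTL16 at 0.29 (not called with DESeq2) and YTHDF2 at 0.25. YTHDF3 had a log2 fold change of -0.37 (SE 0.0515, adjusted p 2.5e-06) and RBMX one of -0.28. WTAP overlaps SOD2 and METTL3 overlaps TOX4 on the other strand. METTL3, the partner of METTL14 in the methyltransferase, was not called at -0.09 (SE 0.0561, adjusted p 0.204), but was called lower under upper quartile scaling at -0.15. With DESeq2, 6 genes of the list were called.

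A further list, the study axis list, joined genes around those that the study followed in other assays (cyclins D1 and E1, Ki-67, ETS1, YY1, PI3K, AKT and YWHAH) with related genes that it did not follow there, among them MYCN, PDPK1 and the other 14-3-3 genes. Of its 21 genes, 19 could be tested, and 12 were called over all genes tested, 8 higher and 4 lower; 13 were called adjusted over the list alone. PIK3R2 and SFN were expressed too weakly to test. CCNE1, which encodes cyclin E1, rose from 201 and 202 counts to 557 and 547, a log2 fold change of 1.46 (SE 0.0942, adjusted p 2.6e-11). CCND1, which encodes cyclin D1, was not called at -0.05 (SE 0.0388, adjusted p 0.308), and was called lower at -0.12 under upper quartile scaling and at -0.09 with library size alone. MKI67, which encodes Ki-67, fell slightly, with a log2 fold change of -0.18 (SE 0.0384, adjusted p 4.7e-04). ETS1 had a log2 fold change of -0.65 (SE 0.0451, adjusted p 8.7e-11), whereas YY1 was not called at 0.09 (adjusted p 0.110). In the pathway genes the directions were mixed. PIK3R1 was lower at -0.35, AKT1 was higher at 0.20, and MYCN was higher at 0.28. CCND1 overlaps LTO1 in the annotation. Of the other 14-3-3 genes, YWHAB (0.44), YWHAG (0.42), YWHAZ (0.22) and YWHAQ (0.11) were called higher, and YWHAE was not called at -0.09 (adjusted p 0.0572). YWHAQ was not called under upper quartile or library size scaling, and YWHAE was called lower under 6 of the 9 alternative fits.

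Gene lists were compared next. Of 18 lists, 11 shifted at a camera adjusted p under 0.05. Fry called 9 of the 11, and not the ribosomal (adjusted p 0.311) and nuclear encoded oxidative phosphorylation (adjusted p 0.0823) lists. Camera asks whether members change more than other genes, whereas fry asks whether they change at all. With 8561 of 16309 genes called, a call by fry does not show a shift relative to other genes. The correlations between members estimated for these 2 lists, 0.52 and 0.46, were far above the preset 0.01, so their camera p-values are too optimistic if the estimates hold. Except for the heatmap list and ZNF genes, the other shifted lists also had estimates above the preset, from 0.02 (histone genes) to 0.11 (G2/M). The same caution applies to them, most of all to the noradrenergic and stress response lists (estimates 0.105 each), which passed only narrowly with camera. Fry further called the study axis, FOXO target and interferon-stimulated lists.

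Of the higher lists, REST targets had a median log2 fold change of 0.52 over 36 genes (camera adjusted p 7.7e-06), with 29 members higher, VGF (1.91), NEFM (1.18) and INA (1.10) among them. Nuclear encoded oxidative phosphorylation genes had a median of 0.31 over 76 genes (adjusted p 6.1e-09), with 69 higher. Mitochondrially encoded genes had a median of 0.27 over 13 genes (adjusted p 4.4e-05), with 11 higher, a median that 30.4% of random lists matched on expression, length and GC content reached. G1/S genes had a median of 0.22 over 43 genes (adjusted p 7.7e-06), with 37 higher. Their members with the smallest adjusted p were PCNA (0.71), CLSPN (0.89) and CCNE2 (1.20), of which CCNE2 overlaps other coding genes on the opposite strand.

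The remaining shifted lists were lower. The heatmap list shifted down (adjusted p 8.8e-04). G2/M genes had a median of -0.17 over 54 genes (adjusted p 7.7e-06), and 10 members were higher; TOP2A (-1.24) and CENPF (-0.73) fell while JPT1, which overlaps SUMO2, rose (1.05). Histone genes had a median of -0.36 over 49 genes (adjusted p 0.00789), unfolded protein and stress response genes one of -0.17 over 20 genes (adjusted p 0.0416), and noradrenergic identity genes one of -0.15 over 20 genes (adjusted p 0.0304). Within the stress response list, DDIT4 (-1.54) and SLC7A11 (-1.33) fell while HSPA5 rose (1.04). The 3′ UTRs of TOP2A and SLC7A11 also hold ATAGCTA. SIX3 (-0.98) and DBH (-0.79) had the smallest adjusted p of the noradrenergic list. The 486 ZNF genes had a median of -0.12 (adjusted p 0.0246), and 175 members were higher. The 82 cytosolic ribosomal protein genes had a median of -0.09 (adjusted p 2.0e-04), which ranged from -0.16 without shMETTL14 library 2 to -0.04 without shMETTL14 library 1.

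The other 7 lists did not shift with camera. Their medians were 0.09 for the study axis list (adjusted p 0.276), 0.05 for PI3K and AKT components (adjusted p 0.75), 0.01 for the m6A machinery (adjusted p 0.995), -0.03 for mesenchymal identity (adjusted p 0.652), -0.05 for p53 targets (adjusted p 0.75), -0.14 for FOXO targets (adjusted p 0.399) and -0.26 for interferon-stimulated genes (adjusted p 0.276). With 1 library left out, the median of the mesenchymal list ran from -0.11 to -0.06, that of p53 targets from -0.07 to -0.0022, that of the PI3K and AKT components from 0.05 to 0.08 and that of the m6A machinery from 0.0041 to 0.01. Under upper quartile scaling the medians of the m6A machinery and of the PI3K and AKT components fell below 0; that of the m6A machinery did so also with library size alone and with the filter of 10 counts.

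**Figure D3:**
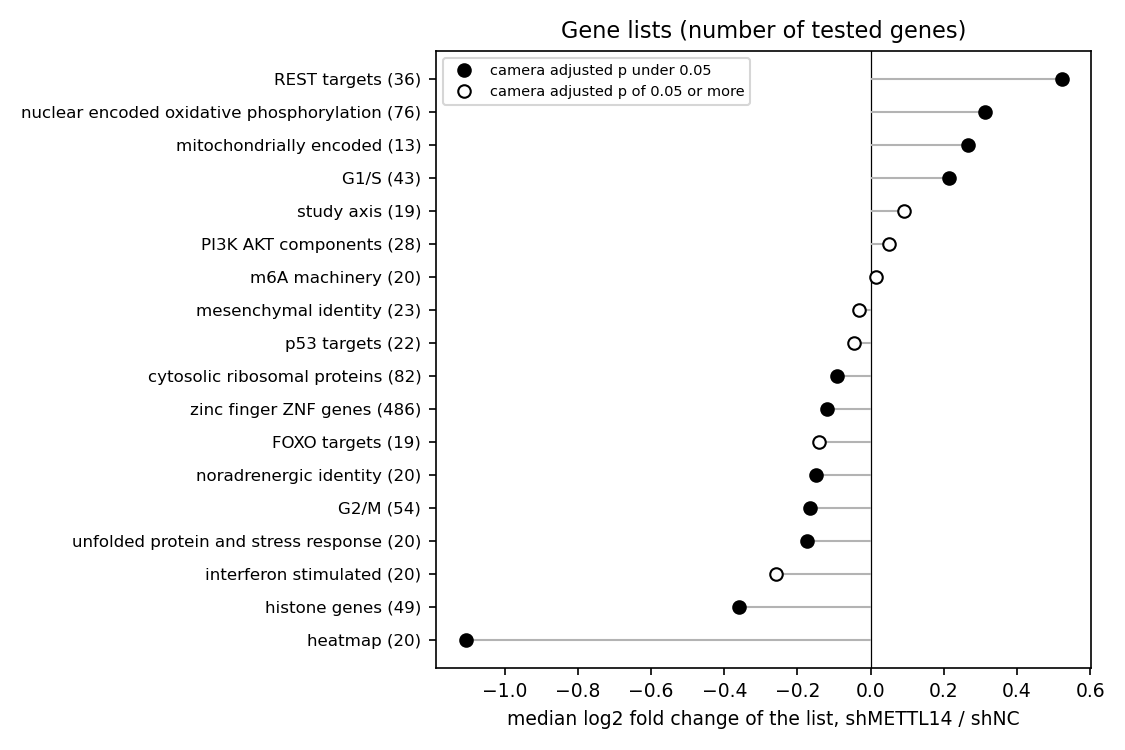
Median log2 fold change (shMETTL14 over shNC, horizontal axis) of the tested members of each gene list, with the number of genes in parentheses; filled points are lists with a camera adjusted p under 0.05 at a preset correlation of 0.01, open points the others. REST targets lie highest at 0.52 and the heatmap list, chosen by the study on these libraries, lowest at -1.11; the m6A machinery and the PI3K and AKT components change sign under upper quartile scaling, the m6A machinery also under library size scaling.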

Values the study reported

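In these libraries, the study reported 739 genes with lower and 415 genes with higher expression in the METTL14 knockdown group. It reported 73 genes shared between those with changed expression and those with reduced m6A.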

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

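The checks of degrees of freedom and of shifts common to all genes were chosen only after the results were seen. METTL14 stayed lower and YWHAH higher, each with an adjusted p under 0.05, under all 9 alternative fits, with log2 fold changes from -1.33 to -1.25 and from 0.34 to 0.42. Over the 4 comparisons that each left out 1 library, METTL14 ranged from -1.32 to -1.21 and YWHAH from 0.39 to 0.42, with no test.

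The count of genes with changed expression fell from 8561 to 5546 with DESeq2, of which 5541 were among the 8561. With at least 2-fold change, 1433 became 913 with DESeq2, 930 with at least 10 counts in every library and 3071 at a 1.5-fold limit. The last 2 follow from the alternatives themselves, since fewer genes were tested and a lower limit was set; for DESeq2 the cause was not tested. DESeq2 also called 6 rather than 11 genes of the m6A machinery list, and again the cause was not tested.

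The share of higher calls was 51.8% with TMM, 51.2% with RLE, 44.9% with library size alone and 41.7% (3550 higher, 4961 lower) with upper quartile scaling. At at least 2-fold it ran from 25.1% to 31.8% over these 4 scalings. Relative to TMM, upper quartile scaling moved the median log2 fold change of all genes to -0.07.

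The number of shifted lists stayed at 11 under the scalings, filters and the block, and was 0 with an estimated correlation. Fry, which asks a different question, called 12. The version with an estimated correlation refers its statistic to the 2 residual degrees of freedom of these 4 libraries. On those degrees of freedom the preset correlation also left 0 lists (smallest adjusted p 0.173), and lists with estimates below the preset 0.01, the heatmap list at -0.05 and ZNF genes at 0.0082, were not called either. The 0 thus follows from the number of libraries and does not measure how stable a list is. The highest estimates were 0.52 for ribosomal proteins and 0.46 for nuclear encoded oxidative phosphorylation, far above the preset, and these were the 2 shifted lists that fry did not call. The m6A machinery median, 0.01, reversed to -0.053 with upper quartile scaling, -0.031 with library size alone and -0.0037 with at least 10 counts in every library. The median of the PI3K and AKT components, 0.05, reversed to -0.016 with upper quartile scaling. Each reversal follows from a shift common to all genes: over genes with a mean log2 CPM of at least 2, the median change in log2 fold change from TMM with the default filter was -0.0676 with upper quartile scaling, -0.0451 with library size alone and -0.0181 with at least 10 counts in every library. Neither list had an adjusted p under 0.05 in any of these fits.

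The replicate numbers shared only a number: the deviations of same-numbered libraries from their group means had a Pearson correlation of -0.0018 and a Spearman correlation of 0.0221 across genes. With the replicate number as a block, 8926 genes were called, and 1454 with at least 2-fold change. The block gave METTL14 -1.26 and YWHAH 0.41.

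Among 53 other genes, 28 changed in some alternative: 3 comparisons became weaker, 9 stronger, and 31, each leaving out 1 library, moved by more than the spread between replicates without changing direction. With 200 genes changed, the simulated data recovered 69% of changes of 0.5 on the log2 scale. The libraries gave 8561 calls, so the adjusted threshold was stricter in the simulation and 69% is not the recovery expected here. Recovery was not split by expression, so it does not show how weakly expressed genes fare. Smaller changes in them may still go uncalled (DESeq2 called 5546 genes).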

Other observations

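The tests of all 7-base words, of shifted guide positions, of the sites in single genes, of CCNE1, of YWHAH, of the replicate spread and of the balance of calls with at least 2-fold change, also by gene type and expression, were chosen only after the result was seen; the other tests were fixed earlier.

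A total of 8561 genes was called at an adjusted p under 0.05 with no limit on the fold change. That is higher than the total of the values quoted from the study above. With at least 2-fold change, the 977 lower and 456 higher genes differed from the quoted values by less than 1.5-fold. YWHAH, which the study counted as changed, had a log2 fold change of 0.41 here, which is under 2-fold. The 2-fold limit as applied here is thus not the rule of the study, and near totals do not show that the same genes were called.

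The genes lower in shMETTL14 cells carried a sequence signature of hairpin 2. For the expected seed (guide positions 2 to 8), genes with the hairpin 2 match AGCTAAA in the 3′ UTR differed from other genes by -0.104 in median log2 fold change, and 2.0% of 200 scrambled seeds reached as low a difference. For the hairpin 1 match GCAATAT the difference was -0.064, and 53% of scrambled seeds reached it. Among all 14097 words of 7 bases, after the trend with 3′ UTR length, GC content and expression was removed, AGCTAAA ranked 8 from the lowest (percentile 0.057). The 2 lowest words were ATAGCTA, with a standardized mean of -9.54, and AATAGCT, with -9.19. Both lie in the target of hairpin 2, opposite guide positions 4 to 10 and 5 to 11. TAGCTAA (positions 3 to 9) ranked 4 and TAATAGC (positions 6 to 12) ranked 7. Ranks 3, 5 and 6 went to words outside the target, TAGCTAT (-5.29), TATAGCT (-4.83) and AAATAGC (-4.69). Each of these shares a run of bases with ATAGCTA or AATAGCT. ATAGCTA and AATAGCT ranked lowest in each shMETTL14 library against the mean of the shNC libraries, with ATAGCTA at -9.43 in library 1 and -9.49 in library 2. The comparison of shNC library 1 with shNC library 2 gave -0.10 for the same word. In coding sequence the signal was weaker: ATAGCTA reached -1.95 (rank 315 of 15651 words) and AATAGCT -2.82 (rank 30). Their mean residuals were -0.05 each, against -0.14 and -0.11 in 3′ UTRs. There TAGCTAA had -0.79 (rank 2854 in coding sequence) and AGCTAAA 0.025 (rank 7172). The lowest word in coding sequence, ACACGGG at -3.89, is not in the hairpin 2 target. Of the 15 words of hairpin 1, the lowest had -1.29 in 3′ UTRs and -1.37 in coding sequence.

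Base composition does not account for this pattern: of 390 other orders of the bases of ATAGCTA outside the hairpin 2 target, the lowest had -2.81. A candidate explanation is silencing of unintended transcripts through the seed of the hairpin 2 guide, with its 5′ end 2 or 3 bases inside the published sequence, in both shMETTL14 libraries (-9.43 and -9.49). On that reading both libraries carried hairpin 2, and neither showed a sign of hairpin 1. The small RNAs themselves were not measured here, and an endogenous microRNA with a similar seed was not tested.

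The size of this effect was limited. The 398 genes with the 8-base site AATAGCTA had a median log2 fold change of -0.20, the 1527 with only a 7-base site -0.08, and the 9478 with neither 0.08. The share called lower was 50.3%, 39.3% and 22.7%. Neither these values nor the counts that follow were adjusted for 3′ UTR length, GC content or expression. Those properties may account for part of the differences. With their trend removed, the mean residuals were, in the same order, -0.196, -0.074 and 0.020. Of 2949 genes called lower in this scan, 27.1% had either word, about 364 more genes with a site than the rate among genes without one gives, so silencing at such sites cannot account for most lower calls. Of the genes lower by at least 2-fold, 79 of 306 had either word (25.8%, against 16.6% of the other genes). Without genes that had a site, the list medians were 0.59 against 0.53 for REST targets, 0.25 against 0.22 for G1/S, -0.13 against -0.15 for G2/M, -0.08 against -0.11 for ZNF genes, -0.12 against -0.17 for the stress response, -0.97 against -1.08 for the heatmap list, 0.32 against 0.30 for nuclear encoded oxidative phosphorylation and -0.08 against -0.09 for ribosomal proteins. That of the noradrenergic list went further down, -0.18 against -0.15, and that of histone genes stayed at -0.45. That of p53 targets, a list that did not shift, went from -0.05 to 0.01. Indirect effects of the silenced genes were not tested.

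Of 13 scanned heatmap genes called lower, 5 had either word, REST, TGFBR2, PPARA, ABAT and CCDC191 (named after their values were seen; ABAT and CCDC191 overlap other coding genes). The 3′ UTR of REST has 1 ATAGCTA. Since 16.9% of all scanned genes have either word and REST was picked for being lower, whether its decrease came from METTL14 loss or from the hairpin cannot be told apart here. SLC7A11 and TOP2A also had both words. Of other called genes named above, YTHDF3 and PIK3R1, which fell, had either word. So did GREM1, MYCN, YWHAZ and YWHAQ, which rose, so a site alone does not mean a decrease. The 3′ UTRs of YWHAH, CCNE1 and ETS1 had neither word, so a direct effect at such sites does not apply to them.

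REST fell and its targets rose. Without the member shared with the heatmap list, 35 REST targets had a median log2 fold change of 0.52 and a camera adjusted p of 1.5e-05, and 0 of 10000 random lists matched on expression, length and GC content had a median as high. This is consistent with relief of repression by lower REST, a hypothesis that does not say whether REST fell through m6A or through the hairpin.

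CCNE1 mRNA was higher in both shMETTL14 libraries, at 276% of the control, whereas the study described lower cyclin E1 in knockdown cells. Neither scaling nor a single library accounts for the rise, since the lowest log2 fold change over all alternatives was 1.39. A general rise of G1/S genes does not reach its size, since CCNE1 (1.46) lay above the highest member of the G1/S list, CCNE2 at 1.20. Whether such a rise contributed was not tested. Protein levels were not analysed here.

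G1/S and G2/M genes moved apart. A slower cell cycle that lowered both lists is not what these libraries show, since the G1/S median was 0.22 while the G2/M median was -0.17. A change in the share of cells in each phase was not tested in these libraries and remains open for them. In other assays, the study described a longer G0-G1 phase and reduced proliferation after METTL14 knockdown.

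The rise of YWHAH was shared by some related genes but not by the whole family. YWHAB rose by 0.44 and YWHAG by 0.42 on the log2 scale, against 0.41 for YWHAH. YWHAZ rose less (0.22), as did YWHAQ (0.11), which was not called under upper quartile or library size scaling, and YWHAE moved the other way (-0.09, not called). Whether the increase is specific to YWHAH or part of a wider change is therefore open. Whether their transcripts lost m6A was not analysed here.

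Genes with a GGACT motif, a common m6A sequence, within 200 bases of the stop codon had a median log2 fold change 0.035 above that of other genes. Of the 59 other orders of these bases, 11.9% gave a difference as high. The motif is a weak stand-in for methylation, which leaves open whether loss of m6A raised these genes as a set.

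GC content, gene length and expression were weighed for the shifted lists. For 10 of the 11, at most 0.76% of random lists matched on all 3 properties reached the median. For the mitochondrially encoded genes, 30.4% did, so their rise may reflect those properties. Random lists could draw members of the tested list itself, which pulls their medians toward it, so these percentages may be too high. With matching on expression alone, 2.15% of lists reached the histone median and 1.28% the mitochondrially encoded one. For ZNF genes, 0.01% of lists matched on expression and 0.61% of those matched on all 3 properties had a median as low. Lists matched on all 3 had a typical median of -0.056, against -0.118 for the ZNF genes. Because ZNF genes could be drawn into those lists, whether these properties account for part of the decrease cannot be told. They do not account for all of it.

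The balance of higher and lower calls depended on scaling: the share of higher calls moved by up to 10.1 percentage points, so its side of 50% may reflect composition or normalization. Among calls of at least 2-fold the side did not depend on scaling, as at most 31.8% were higher under any of the 4 scalings. Most of that imbalance lay outside well-expressed protein-coding genes. Among protein-coding genes with a mean log2 CPM of at least 1, 258 were higher and 313 lower by at least 2-fold under TMM. The share of higher genes was 45.2% (binomial SE 2.08 percentage points), the highest over the 4 scalings. It was 44.7% with RLE, 38.8% with library size alone and 36.6% with upper quartile scaling. How far it lay under 50% thus depended on scaling. Among weaker protein-coding genes 119 were higher and 264 lower, and among genes of other types 25 and 128 at the same expression limit and 54 and 272 below it. Why these genes fell more often was not tested.

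The large number of calls may owe something to replicates that were closer than separate cultures would be. The chi-square per gene was at most 2.82 within a group. How the replicate cultures were grown is not stated. The methods of the study describe stable shRNA lines, made by lentiviral infection and selected with puromycin. If such lines were sequenced, each group was its own cell stock, so group and stock coincide by design. A difference between the 2 stocks is therefore also possible. For METTL14 and for genes with a hairpin 2 word as a set, the values argue against a stock difference unrelated to the hairpins. METTL14, the target of both hairpins, fell to 41.7% of the control. ATAGCTA ranked 1 of 14097 words, at -9.43 and -9.49 in shMETTL14 libraries 1 and 2, against -0.095 between the shNC libraries. For the other genes, a knockdown effect and a stock difference cannot be told apart.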
